A study of Homo sapiens with 12 samples. Its data were reported in "Ras-MAPK inhibition induces AXIN1 loss in colorectal cancer by mTOR associated suppression of protein synthesis" (2026).

How the data were processed

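Ribosome profiling (Ribo-seq) was performed by the authors on HCT116 cells, a human colorectal cancer cell line, treated for 24 h with 100 nM trametinib, an inhibitor of the MEK kinases that activate ERK, or with the solvent DMSO. From each lysate an aliquot was kept as input RNA, which was fragmented at random, and the remainder was digested with RNase I so that only the mRNA stretches covered by a ribosome survived. These ribosome protected fragments were taken from the monosomal fraction of a sucrose gradient. Input and footprint RNA were depleted of ribosomal RNA, selected for the same short length and sequenced. There were 12 libraries in 4 groups of 3: DMSO input, DMSO footprints, trametinib input and trametinib footprints. Groups and replicate numbers were taken from the sample labels.

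The authors removed adapters, discarded reads that aligned to rRNA and tRNA with Bowtie, mapped the remaining reads to the basic transcript set of Gencode and counted, per gene symbol, the reads that fell inside annotated open reading frames of that symbol alone. Reads shared between symbols were therefore not counted, so genes with near-identical copies, such as histone genes and the genes EEF1A1 and PABPC1, are measured on part of their sequence. Input RNA was counted in the same way, on the reading frame only. Per the file headers, the deposited table of the authors holds raw whole-number counts for each of the 12 libraries, the same counts divided by a size factor per library, log2 fold changes of trametinib over DMSO and adjusted p-values. Its fold changes and adjusted p-values were computed by the authors with DESeq2. In every library the count columns held only whole numbers of at least 0, and each normalized value was the count times a constant. Median-of-ratios size factors recomputed from the counts equalled those of the authors in 12 of 12 libraries. The table listed 15798 genes, and 0 columns of values per library were left unused.

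All tests started from the raw counts. The design written before the data were examined named count models, with a likelihood ratio test for ribosome density and quasi-likelihood tests for input and footprints. Those models were not used here. The table is separated by semicolons with decimal commas, a layout that the automated check of units could not read, so that the units rest on the inspection described above and the count models were closed to this work. In their place, limma-trend (limma 3.58.1 in R 4.3.3) was run on log2 CPM values (counts scaled to library size) with a prior count of 2. Genes with at least 10 counts in at least 3 input libraries were tested, 10663 genes in all. This filter replaced the planned one, at least 10 counts in at least 3 libraries of either kind, which 12000 genes pass. The test and the filter were chosen among several combinations on simulated counts, after numbers of calls on the real counts had been seen under some of these combinations. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called.

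The change in ribosome density, footprints over input, was the interaction of assay and treatment in one model over all 12 libraries, scaled by median-of-ratios size factors of the tested genes. Changes in input and in footprints were tested within the 6 libraries of each kind, scaled by trimmed means of M values (TMM, with 30% of M values and 5% of A values trimmed), written in R. Because every library is scaled to the others, a change in translation that affects all mRNAs alike cannot be seen. Log2 fold changes from this test carry the prior count and understate the change of genes with low counts. Where all 3 libraries of a group held at most 3 counts of a gene, the fold change was computed against that floor and is given as a bound.

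According to the methods of the study, input and footprint RNA were taken from the same lysate. Input and footprint libraries of the same treatment and number were assumed to be such a pair, called a dish here. The labels give only the equal number. Across 7676 genes with a mean normalized count of at least 100, the deviations of these library pairs from their group means correlated at 0.816, 0.181 and 0.345 in DMSO and at 0.142, 0.0806 and -0.125 in trametinib, with Pearson's r over genes, which are not independent replicates. A second model with a term for each dish is therefore given beside the ribosome density result where it changes a call or a count.

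Gene lists were fixed before the data were examined: cytosolic ribosomal proteins, other mRNAs with a 5' terminal oligopyrimidine tract (5'TOP), mitochondrial ribosomal proteins, ERK pathway output, Wnt pathway components, intestinal stem cell markers, mitochondrially encoded proteins, integrated stress response mRNAs and replication-dependent histones. Each list was compared with all other tested genes by camera, two-sided, with the correlation between genes estimated from the data and adjustment over the 9 lists. The lists of 5'TOP and stemness genes marked in the authors' deposited table were tested as a separate pair. The share of a library's counts in 5'TOP mRNAs was compared by an exact two-sided permutation test, for which 0.1 is the smallest possible p-value with 3 against 3 libraries. For each of the 3 models, the genes named were the 5 with the largest and the 5 with the smallest log2 fold change among those called, with a mean normalized count of at least 100 and no overlap between the 3 trametinib and the 3 DMSO values. For ribosome density, the value per dish was the ratio of normalized counts with 0.5 added to each. AXIN1, AXIN2 and members of the lists could be named besides. A gene that meets this rule is not reported here.

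Each step was tested on simulated counts drawn from the means of the real libraries, with 200 genes changed by 1.5 on the log2 scale. The changed genes were drawn from those with a mean normalized count of at least 100, so recovery of weaker genes was not tested. All genes of an assay had the same relative spread between replicates, and no effect shared within a dish was drawn. The simulation therefore cannot rank the variants for data with gene-specific spread or dish effects. The ribosome density model recovered 99% of the changed genes among 10668 tested and made 213 calls, of which 15 were false. With voom weights and the planned filter it made 256 calls among 11888 genes, of which 59 were false. The planned filter alone gave 29 false calls of 227, and voom weights alone gave 23 of 221. Some variants made fewer false calls than the chosen model. These were 12 of 210 with a term for each dish and 11 of 209 with a term for the replicate number. A filter of at least 10 counts in every library gave 11 of 207 among 9491 genes. The tests within input and within footprints made 9 false calls of 207 and 12 of 212. No pair of libraries within a group was identical, and the chi-square statistic per degree of freedom between pairs ranged from 3.46 to 129, so all were used as separate replicates.

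Gene positions and the first bases of transcripts came from the GENCODE 44 annotation of GRCh38, a later release than the one the authors mapped to. Further computations used Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1, NumPy 2.4.6 and Matplotlib 3.10.9. Alternatives tried were a term for the replicate number or the dish, other scalings, other filters on low counts, voom weights, other thresholds, other list tests and leaving out each library in turn. The other RNA-seq, protein and mouse data of the study were not used here.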

Results

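Ribosome footprints and input mRNA were sequenced from HCT116 cells after 24 h with 100 nM trametinib or DMSO, with 3 dishes per treatment and an input and a footprint library from each. Counts inside open reading frames summed to between 2276693 and 2845568 in the 6 input libraries and to between 10127477 and 19181588 in the 6 footprint libraries. Input was thus the less precise of the 2 assays, and it limits the ribosome density of weakly expressed genes. The median standard error of a log2 change was 0.210 for input, 0.151 for footprints and 0.267 for ribosome density. Values below are normalized counts as mean ± SD with n = 3 libraries per group, changes are log2 of trametinib over DMSO with their standard error (SE), and adjusted p-values are from limma.

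The first comparison asked which mRNAs changed in abundance when MEK was inhibited. Of 10663 genes tested, 1688 were higher and 1756 were lower in trametinib input at an adjusted p-value under 0.05. The requirement of an at least 2-fold change moved these numbers most, to 696 and 857. The genes with the strongest decrease were DUSP6, ETV5, SPRY4, EPHA2 and MYEOV. DUSP6, a phosphatase gene that ERK signaling induces (chromosome 12, 89347235 to 89352501, minus strand, GRCh38), fell from 1389 ± 201 to 6.67 ± 6.17 normalized counts. Its change was -7.12 (SE 0.37, limma adjusted p = 3.12e-08). All trametinib input libraries were at the floor of 3 counts for SPRY4 and MYEOV, which were at least 58.6-fold and at least 42.7-fold lower. The genes with the strongest increase were SAMD11, GPR15, KRT80, IFIT1 and ARID5B. SAMD11 (chromosome 1, 923923 to 944575, plus strand) rose from 18.7 ± 9.76 to 831 ± 38.9 normalized counts, a change of 5.24 (SE 0.29, limma adjusted p = 4.87e-08).

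The ERK pathway output genes served as a check of the treatment labels. Of the 10 genes in this list, 9 were lower and 1, EPHA4, was higher in input, and all 10 passed when adjusted over the list alone. The median change of the list was -4.49 in input and -5.02 in footprints. SPRY4, the member at the floor in input, lies away from the middle of the list, so that its bound leaves the input median as it is.

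The same comparison within footprints asked which mRNAs were occupied by more or fewer ribosomes in total. Here 2576 genes were higher and 2698 were lower, or 49.5% of those tested, against 32.3% in input. An at least 2-fold change was seen in 747 and 962 of them. The strongest decreases were those of DUSP6, SPRY4, ETV5, EPHA2 and DUSP4, with changes of -8.29, -6.75, -6.57, -6.02 and -5.70. The strongest increases were those of KRT13, GBP2, SAMD11, KRT80 and GPR15, with changes of 4.91, 4.61, 4.55, 4.14 and 4.12. KRT13, a keratin gene (chromosome 17, 41500981 to 41505705, minus strand), rose from 7.00 ± 1.47 to 241 ± 68.3 normalized footprint counts (SE of the change 0.25, limma adjusted p = 1.10e-06). Of these 10 footprint changes, the limma adjusted p-values of the other 9 ranged up to 0.00128, for KRT80.

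**Figure D1:**
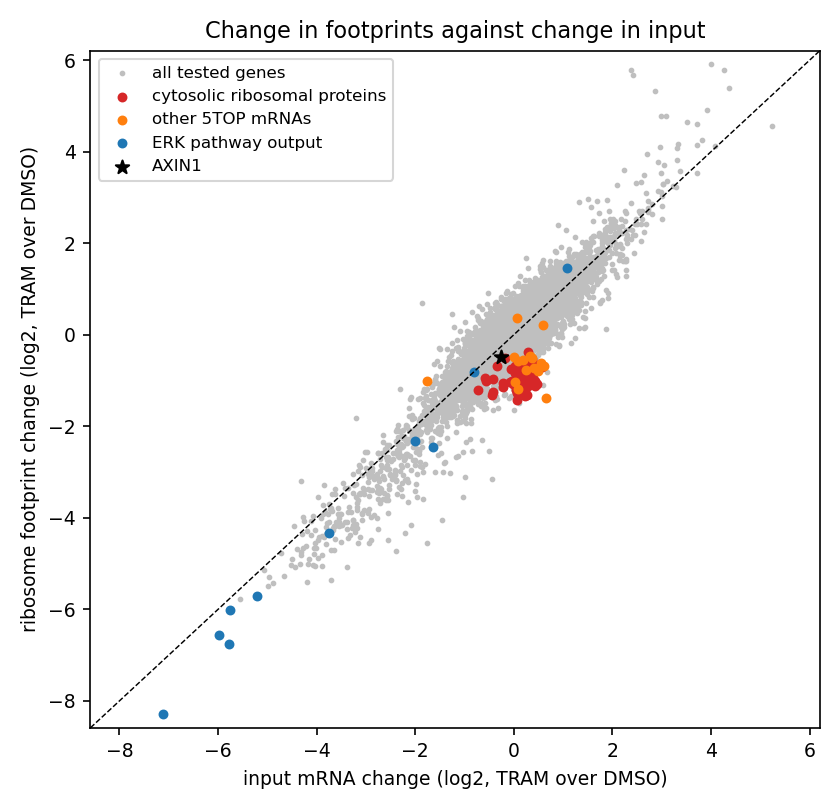
Each point is 1 of the 10663 tested genes, with the log2 change of input mRNA on the horizontal axis and that of ribosome footprints on the vertical axis, trametinib over DMSO, and the dashed line marks equal change in both. Genes spread along the line, ERK pathway output genes reach a footprint change of -8.29, cytosolic ribosomal protein genes and most other 5'TOP mRNAs lie below the line, and AXIN1 lies at -0.26 in input and -0.48 in footprints.

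Ribosome density, the footprints of a gene relative to its input, was compared to ask for which mRNAs translation changed beyond mRNA abundance. At an adjusted p-value under 0.05, ribosome density was higher for 4 genes and lower for 99 of 10663, and 865 genes had an unadjusted p-value under 0.05. With a term for each dish, which pairs the input and footprint libraries of the same treatment and number, 17 genes were higher and 138 lower. These included 102 of the 103 genes of the model without that term. Among the alternatives that kept all libraries, the term for each dish moved the number of lower genes most. Scaling by library totals moved the number of higher genes most, to 30 with 76 lower, and shifted the median of all genes by 0.17. In the authors' deposited table, 37 genes were higher and 150 lower at the same threshold, and 102 of these genes were also called here. Across genes, the log2 changes of ribosome density here and in the authors' deposited table correlated with Pearson's r of 0.970.

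The genes with the strongest decrease in ribosome density were SKA3, FBXO5, CENPJ, EEF1G and DNA2. SKA3, a gene of the kinetochore (chromosome 13, 21153595 to 21176552, minus strand), fell from 218 ± 26.6 to 61.1 ± 1.25 normalized counts in input and from 334 ± 71.1 to 13.9 ± 4.54 in footprints. Its ribosome density change was -2.66 (SE 0.31, limma adjusted p = 0.00128). EEF1G, an elongation factor gene with a 5'TOP mRNA (chromosome 11, 62559596 to 62574086, minus strand), moved in opposite directions in the 2 assays. Its input rose from 541 ± 29.9 to 860 ± 29 while its footprints fell from 173 ± 35.1 to 66.0 ± 7.25, a ribosome density change of -2.03 (SE 0.21, limma adjusted p = 0.00128). The ribosome density changes of FBXO5, CENPJ and DNA2 were -2.25, -2.05 and -2.00.

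Among the 4 genes with higher ribosome density, DPP4 (chromosome 2, 161992245 to 162074394, minus strand) rose from 61.3 ± 4.83 to 193 ± 21.6 in input and from 91.2 ± 3.60 to 646 ± 22.9 in footprints, with a ribosome density change of 1.18 (SE 0.19, limma adjusted p = 0.00555). PACS1 (chromosome 11, 66070272 to 66244744, plus strand) had a ribosome density change of 0.80 (SE 0.16, limma adjusted p = 0.0220) and lost its call in 7 of the 12 models that each left out one library. SLIT2 is below the count required of named genes and is named because of its call (change 1.38, SE 0.30, limma adjusted p = 0.0459). With the term for each dish its adjusted p-value was 0.0733.

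The 5'TOP mRNAs, which encode ribosomal proteins and other parts of the translation machinery, made up most of the genes with lower ribosome density. Of the 99 genes, 70 were in the lists of cytosolic ribosomal proteins and other 5'TOP mRNAs, which together held 95 tested genes. With the term for each dish, 78 of these 95 genes had lower ribosome density. The median change was -1.07 for the 79 cytosolic ribosomal protein genes (camera adjusted p = 0.00132 in limma). All 79 had an estimate below 0, from -1.57 to -0.33. Of these, 62 passed the threshold over all genes and 70 passed when adjusted over the list alone. The median was -0.94 for the 16 other 5'TOP mRNAs (camera adjusted p = 0.00132), of which 8 passed over all genes and 12 when adjusted over the list alone. PABPC1 and VIM had estimates above 0, with ribosome density changes of 0.32 and 1.07 that were not past the threshold. The decrease was seen in footprints and not in input, where the medians of the 2 lists were -0.94 and -0.65 against 0.21 and 0.29. In each list, the median ribosome density of every trametinib dish was below that of every DMSO dish. The list of 5'TOP mRNAs marked in the authors' deposited table overlaps with these lists, and its 98 tested genes had a median change of -1.04 (camera adjusted p = 2.96e-04).

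The share of a library's counts in 5'TOP mRNAs uses no model. It rose in input from 16.9% ± 0.963 to 20.8% ± 0.386 (SD, n = 3, exact permutation p = 0.1) and fell in footprints from 7.64% ± 0.562 to 4.88% ± 0.130 (SD, n = 3, exact permutation p = 0.1). The p-value of 0.1 is the smallest that 3 against 3 libraries can give, and the libraries of the 2 treatments did not overlap in either assay.

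**Figure D2:**
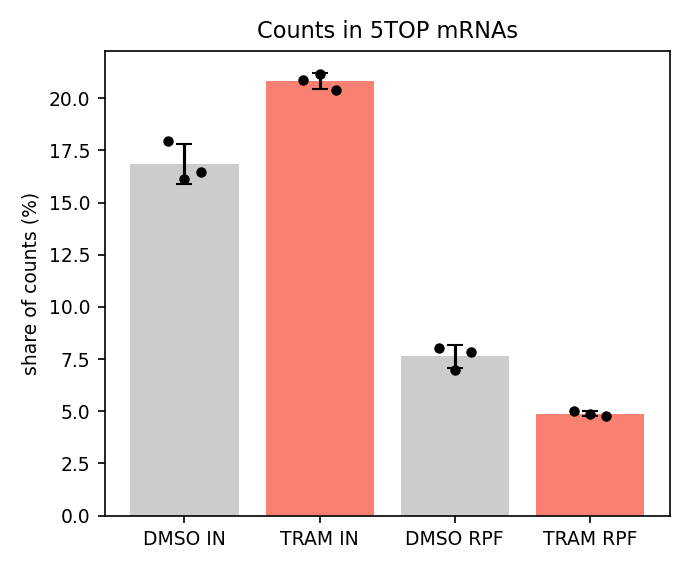
Bars show the mean share of counts in 95 5'TOP mRNAs, in percent, for the 4 groups of DMSO input, trametinib input, DMSO footprints and trametinib footprints, points are the 3 libraries of each group and error bars are 1 SD. The input share rose from 16.9% to 20.8% and the footprint share fell from 7.64% to 4.88%.

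Mitochondrial ribosomal protein genes had a median ribosome density change of -0.06 over 76 genes (camera adjusted p = 0.674), which turned to 0.01 with TMM and to 0.12 with library totals. Despite their fall in abundance, ERK pathway output mRNAs had a median ribosome density change of -0.13 (camera adjusted p = 0.677), and -0.19 with genes at the floor set to their bound. Replication-dependent histone genes had a median of -0.17 over 39 tested genes (camera adjusted p = 0.674), with library totals turning both of these medians above 0. Integrated stress response mRNAs had a median of -0.33 over 9 genes (camera adjusted p = 0.674), while their medians were -1.43 in input and -2.39 in footprints. This ribosome density median became 0.09 when only the footprint library of DMSO replicate 1 was left out, and -1.10 when only its input library was. Each of these fits breaks up a dish whose 2 libraries deviated alike, so they do not show how the median depends on that dish. Mitochondrially encoded mRNAs had a median of 0.99 over 13 genes (camera adjusted p = 0.285), and their DMSO and trametinib dishes overlapped. None of these 5 lists passed the threshold with an estimated correlation. Adjusted over the list alone, 3 histone genes and 0 genes of the other 4 lists passed, while an unadjusted p-value under 0.05 was reached by 5 mitochondrial ribosomal protein, 0 ERK pathway output, 9 histone, 1 integrated stress response and 7 mitochondrially encoded genes.

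**Figure D3:**
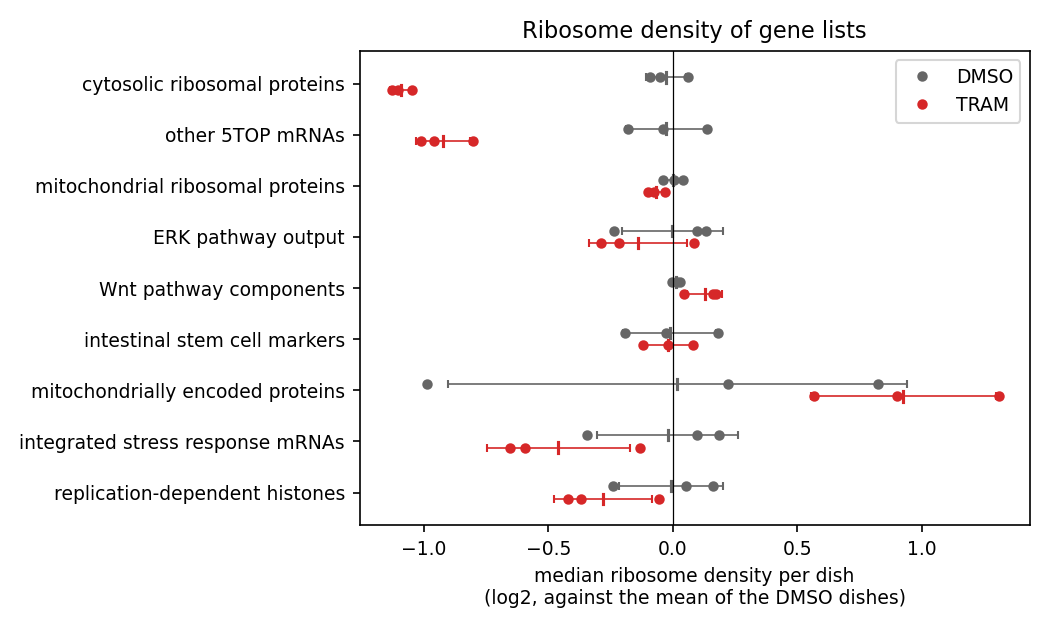
Points are the 6 dishes, DMSO in grey and trametinib in red, with the median ribosome density of each gene list on the horizontal axis in log2 units relative to the mean of the DMSO dishes, and lines show the mean and 1 SD of the 3 dishes. The trametinib dishes of cytosolic ribosomal proteins lie between -1.13 and -1.05 and those of other 5'TOP mRNAs between -1.01 and -0.80, all below the DMSO dishes.

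The study is concerned with AXIN1, a scaffold protein of the complex that degrades beta-catenin. The comparison asked whether its mRNA was less abundant, or less translated relative to other mRNAs, under MEK inhibition. AXIN1 (chromosome 16, 287440 to 352723, minus strand) had 197 ± 36.5 normalized counts in DMSO input and 163 ± 12.8 in trametinib input, or 83.1% of DMSO. The input change of AXIN1 was -0.26 (SE 0.20, limma adjusted p = 0.338), and it was -0.12 without DMSO replicate 1 and -0.39 without DMSO replicate 2. In footprints it had 65.6 ± 2.98 and 48.3 ± 10.4, or 73.6% of DMSO, a change of -0.48 (SE 0.18, limma adjusted p = 0.0584). The ribosome density change of AXIN1 was -0.20 (SE 0.27, limma adjusted p = 0.966). None of the 3 changes passed the threshold, and a change in ribosome density of AXIN1 was not detected. Ribosome density is relative to all genes, so a fall in translation shared by all mRNAs stays open. The study likewise saw no significant translational regulation of AXIN1 in these data, and explains its protein loss by global repression of translation. The footprint change passed the threshold when either DMSO replicate 1 or trametinib replicate 2 was left out, at -0.51 and -0.61.

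AXIN2, a target gene of Wnt signaling (chromosome 17, 65528563 to 65561648, minus strand), rose from 20.2 ± 10.3 to 98.9 ± 13.8 normalized counts in input, a change of 2.14 (SE 0.34, limma adjusted p = 4.63e-04). Its footprints rose from 7.30 ± 5.52 to 31.4 ± 6.16, a change of 2.35 (SE 0.61, limma adjusted p = 0.0119). This footprint change of AXIN2 no longer passed the threshold without trametinib replicate 3 (change 2.25, limma adjusted p = 0.0527), and it was 1.5 without DMSO replicate 1. The ribosome density change of AXIN2 was -0.14 (SE 0.75, limma adjusted p = 0.996), and its sign differed between alternatives.

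Other components of the Wnt pathway were compared as a list of 35 tested genes, which included AXIN1 and AXIN2. Their median ribosome density change was 0.08 (camera adjusted p = 0.0595). The 15 tested intestinal stem cell markers had a median of 0.03 (camera adjusted p = 0.980), and 0 of them passed the threshold for ribosome density over all genes or adjusted over the list alone, with 0 at an unadjusted p-value under 0.05. Of the 35 Wnt pathway components, 0 passed over all genes, 1 adjusted over the list alone and 4 at an unadjusted p-value under 0.05. The 37 tested stemness genes marked in the authors' deposited table had a median of -0.01 (camera adjusted p = 0.941), and 1 of them, SLIT2, passed over all genes and adjusted over the list alone. In input, 4 of the 15 stem cell markers were higher and 4 were lower, with SOX9 at -2.96 and ETS2 at 1.47. LGR5 and ASCL2 were not among these 15 tested genes. Of the 37 stemness genes marked by the authors, 11 were higher and 5 lower in input, with a median change of 0.33. In footprints, 15 of these 37 were higher and 8 lower. When the camera test was run with a preset correlation of 0.01, the Wnt pathway components, mitochondrially encoded mRNAs and histones passed as well, with adjusted p-values of 0.0219, 1.90e-07 and 0.00850. Of these, only the Wnt pathway components passed under fry, with an adjusted p-value of 0.0209.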

Values the study reported

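The study reported 53 mRNAs with increased and 169 with decreased ribosome density after MEK inhibition, with 77 5'TOP mRNAs among the suppressed ones. It gave the AXIN1 transcript level in HCT116 as 63% of the control at 100 nM trametinib. That value came from a dose series apart from the Ribo-seq experiment, so it is not the same measure as the input counts here.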

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

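The alternatives of voom weights, library totals, the authors' size factors and, for the lists, a term for each dish, separate or TMM scaling, the floor and the authors' lists were chosen after the data were examined, as were limma-trend and the filter on input libraries themselves. The filter on libraries of either kind, planned for all tests, was kept as an alternative. The count models that had been planned as the main tests, and with them the alternatives of a second count model, a Wald test, fold changes from a count model and independent filtering switched off, were not run. Over the alternatives that kept all libraries, the number of genes with lower ribosome density ranged from 76 to 138 and never changed by over 1.5 times. Of all the values compared for counts of genes, AXIN1, lists and shares, 384 in number, 339 kept their direction and their side of the threshold, or stayed within 1.5 times or 1 SD. Among 495 values of the other named genes, 471 did so, 18 no longer passed the threshold and 6, all of them for AXIN2, changed sign.

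The number of genes with higher ribosome density was the least stable. It was 4, and it became 8 with TMM, 30 with library totals, 14 at an adjusted p-value under 0.1 and 18 without a filter on low counts. With library totals the median change of all genes was 0.17, and 28.3% of the called genes were higher against 3.88% in the main model, so that the additional calls go with that shift. The cause of the other increases was not tested. Leaving out each of the 12 libraries in turn gave from 1 gene, without any single one of the 3 trametinib footprint libraries, to 14 genes, without DMSO input replicate 3, with higher ribosome density. For lower ribosome density the fewest genes in these models were 68, without trametinib footprint replicate 2, and no model changed the number by over 1.5 times.

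A replicate block was fitted in each model. With the replicate number as a block over all libraries, 7 genes had higher and 105 had lower ribosome density. With a block for each dish these were 17 and 138. Whether the numbers also pair dishes across treatments stays open. The deviations of same-numbered libraries correlated at 0.0690, 0.050 and 0.341 in input, where 2 of the 3 lie under 0.1, and at 0.117, 0.132 and 0.294 in footprints, where all lie above it. With the block, 1969 genes were higher and 2021 lower in input, and 2600 and 2729 in footprints. No block changed the call of a list or of AXIN1.

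In input, the requirement of an at least 2-fold change left 696 genes higher and 857 lower, and in footprints it left 747 and 962, which follows from the stricter threshold. Leaving out each library in turn gave from 1058 genes with higher input, without trametinib replicate 2, to 1789, without DMSO replicate 1. Fewer libraries leave less power, but the cause of the differences between these models was not tested.

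For AXIN1, the footprint change ranged from -0.61 to -0.30 over the 6 models that each left out a library. It passed the threshold without DMSO replicate 1 and without trametinib replicate 2, and over the alternatives with all libraries its adjusted p-value ranged from 0.0525 to 0.10. The ribosome density change of AXIN1 ranged from -0.34 to -0.02 when a library was left out. The ribosome density change of AXIN2, which has few counts, was 0.29 with voom weights and 0.0024 with library totals, and ranged from -0.89 without DMSO footprint replicate 1 to 0.36 without DMSO input replicate 1.

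The medians of the 5'TOP lists stayed below 0 in every alternative, those that left out a library included. With all libraries, they ranged for cytosolic ribosomal proteins from -1.08 to -0.89 and for other 5'TOP mRNAs from -1.01 to -0.76, with adjusted p-values of at most 0.00341 and 0.0329. With library totals the medians of mitochondrial ribosomal proteins, ERK pathway output and histones became 0.12, 0.043 and 0.0049, and with TMM the median of mitochondrial ribosomal proteins became 0.014. These are all smaller than the shift of 0.17 in the median of all genes with library totals. Under the preset correlation, the Wnt pathway components at 0.081, the mitochondrially encoded mRNAs at 0.99 and the histones at -0.17 passed the threshold, and under fry the Wnt pathway components at 0.081 did. The adjusted p-values of the Wnt pathway components ranged from 0.0209 to 0.210 over the alternatives with all libraries.

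Leaving out each of the 12 libraries moved the medians of 4 lists across 0. Mitochondrial ribosomal proteins ranged from -0.12 to 0.015, ERK pathway output from -0.36 to 0.14 and intestinal stem cell markers from -0.078 to 0.10. Integrated stress response mRNAs ranged from -1.10, without DMSO input replicate 1, to 0.092, without DMSO footprint replicate 1. Each of these 2 fits kept the other library of that dish, whose input and footprints deviated alike. Wnt pathway components ranged from 0.072 to 0.18 and passed in 2 of the 12 models. Mitochondrially encoded mRNAs ranged from 0.53, without DMSO footprint replicate 3, to 1.34, without DMSO footprint replicate 2, and passed in 1 of them. The difference in the share of input counts in 5'TOP mRNAs was 1.80 percentage points with cytosolic ribosomal proteins only, against 3.98 with both lists, since fewer genes enter the share.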

Other observations

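The tests of DMSO replicate 1 and of the mitochondrially encoded mRNAs were chosen only after these results were seen, and the list of cell cycle mRNAs was written after lower ribosome density had been seen in other cell cycle genes, which were kept out of it.

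The number of genes with higher ribosome density here was 4. That is lower than the value quoted from the study above. The number of genes with lower ribosome density here was 99. That is lower than the value quoted from the study above. The authors' deposited table itself lists 37 genes higher and 150 lower at an adjusted p-value under 0.05, and 53 higher and 169 lower at an adjusted p-value under 0.1. The latter are the numbers quoted above, so that the threshold accounts for part of the difference. At an adjusted p-value under 0.1, 14 genes were higher and 119 lower here.

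The real grouping of the dishes was compared with the other ways to part the 6 dishes into 3 and 3. Of 10 splits, 1, the real one, gave as many as 103 genes with changed ribosome density. For input, 1 of 10 splits gave as many as 3444 genes, and for footprints 1 of 10 gave as many as 5274. The 9 other splits gave 0 genes in each, with from 8 to 240 genes at an unadjusted p-value under 0.05 for ribosome density, 32 to 388 for input and 8 to 353 for footprints. Each of these 9 splits mixes DMSO and trametinib dishes in both groups, so the treatment effect enters the spread within groups. Few calls were thus set in advance, and the 0 genes give no rate of false calls. As the smallest share that 10 splits allow is 1 of 10, the count of splits alone does not decide whether the grouping arose by chance. The limma adjusted p-values of single genes argue against it, with 3.12e-08 in input and 5.17e-07 in footprints for DUSP6 and 0.00128 in ribosome density for EEF1G.

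More genes passed the threshold in footprints than in input, 5274 against 3444, a ratio of 1.53. Footprint libraries held more counts. When their counts were thinned at random to the totals of the input libraries of the same dishes, the median of 5 draws was 4044 genes, a ratio of 1.17. Sequencing depth may thus account for most of the difference. Thinning left a median of 94 genes with changed ribosome density.

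DMSO replicate 1 differed from the other DMSO dishes. In both of its libraries the standard deviation of the deviations from the group mean was 0.304 on the log2 scale, against 0.220 and 0.285 in the other DMSO input libraries and 0.168 and 0.223 in the other DMSO footprint libraries. An error in the preparation of one library is argued against by the correlation of 0.816 between the deviations of its input and its footprints. A dish that held trametinib-treated cells is argued against by ERK pathway output mRNAs, whose median lay 0.49 above the other DMSO dishes in input. All 9 integrated stress response mRNAs tested were higher in both libraries of this dish, by a median of 1.60 in input and 1.57 in footprints. For TRIB3, the normalized input counts were 3011 in replicate 1, 973 in replicate 2 and 717 in replicate 3 of DMSO and between 67.8 and 78.0 in the trametinib dishes. The other DMSO dishes differed as well, each of these mRNAs being higher in replicate 2 than in replicate 3 in both assays. Normalized footprint counts in DMSO replicates 1, 2 and 3 were 3147, 1607 and 742 for ATF4, and 689, 325 and 149 for SESN2. The DMSO level of this list was thus graded over the 3 dishes. A candidate explanation is a stronger stress response in DMSO replicate 1, and what would have set it off was not tested. Without the dish, the median change of integrated stress response mRNAs under trametinib was -1.20 in input and -1.83 in footprints. With it, these medians were -1.43 and -2.39. Without the dish, 7 and 9 of the 9 genes passed in either direction, against 7 and 8 with it. IBTK went against the median. Its normalized footprint counts were 399 and 379 in DMSO replicates 2 and 3 and between 598 and 746 in the trametinib dishes. Its pass in footprints was therefore an increase. Leaving out both libraries gave 10 genes with higher and 126 with lower ribosome density, which included 100 of the 103 genes called with them. Footprint calls rose to 6394.

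Cell cycle genes such as SKA3, FBXO5 and CENPJ stood among the strongest decreases in ribosome density. Whether this holds for cell cycle mRNAs at large was asked of a list of 91 other tested genes. Their median change was -0.23, with 67 of 91 below 0 and 1 past the threshold. The list did not stand apart from the other genes, with p-values in limma of 0.349 from camera and 0.312 from fry, which equal the adjusted ones because the list is a family of its own. Only a preset correlation gave a smaller p-value, 7.38e-05, so that it cannot be told apart whether the pattern rests on the few genes in which it was seen. The median ranged from -0.29 to -0.05 over other settings and from -0.45 to -0.08 when one library was left out. Input of this list fell by 2.70 and footprints fell by 3.11 on the log2 scale. A compression of input changes by background reads was also asked about, with genes outside the list of a like footprint change and input level. Their median ribosome density change was -0.24, against -0.23 for the list (permutation p = 0.755, 100000 resamples, two-sided). Since the footprint change is part of the ribosome density change, this matching selects for low values by itself, and the comparison leaves that explanation open.

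Outside the 5'TOP lists used here and that of the authors, 29 genes had lower ribosome density. A term for each dish raised the number outside the lists used here to 60. The test of transcript starts below covers the 29 genes only. In 9 of these 29, or 31%, the annotated transcript starts with C followed by 4 pyrimidines, against 5.15% of the other tested genes (Fisher's exact test, two-sided, p = 1.05e-05). Among cytosolic ribosomal protein genes the share was 76%. Better annotated starts in abundant mRNAs are argued against by genes matched on input level, of which 4.48% had such a start (Fisher's exact test p = 1.06e-05). A candidate explanation is that some of them, such as EIF3L, FBL, NOP53 and SLC25A6, carry a 5'TOP motif that the lists lack. Those 4 were chosen after their values were seen, and the start that is used in HCT116 cells was not measured here.

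Of 13 mitochondrially encoded mRNAs, 12 had a ribosome density change above 0, with a median of 0.99 and MT-ND6 at -0.02. This median depended little on which scaling was chosen. It was 1.06 with TMM, 1.16 with library totals, 0.99 with factors per assay and 0.99 with the factors of the authors. The lowest was 0.98, with factors estimated without the 5'TOP lists. Relative to the median of all genes, the value with library totals was 0.99. Each scaling shifts all genes alike, so these values cannot decide whether the scaling of the 2 assays is the cause. A fall in all cytosolic footprints would look the same after scaling, since the median of all genes is set near 0. These data cannot tell it apart from a rise on these mRNAs: 12 of 13 genes above 0 fit both. The study's polysome profiling and puromycin assays showed lower global translation in HCT116 cells after MEK inhibition. Those assays speak for a fall in cytosolic footprints, but they do not exclude a rise on these mRNAs. The dishes also overlapped, from -0.99 to 0.82 in DMSO and from 0.57 to 1.31 in trametinib, and the list did not pass the threshold with an estimated correlation.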
